A study of Mus musculus with 2 samples. Its data were reported in "Multi-omics analysis identifies IgG2b class-switching with ALCAM-CD6 co-stimulation in joint-draining lymph nodes during advanced inflammatory-erosive arthritis" (2023).

How the data were processed

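The data were single-cell RNA sequencing counts from popliteal lymph nodes (PLNs), which drain the ankle and hindpaw, of male TNF transgenic (TNF-Tg) mice on a C57BL/6 background. These mice carry an extra TNF gene and develop inflammatory-erosive arthritis. According to the labels, 1 library came from mice with Early arthritis, 5 to 6 months of age, and 1 from mice with Advanced arthritis, more than 8 months of age. Each library pooled 6 PLNs from 3 mice. The nodes were minced, digested with Accumax and filtered, and nucleated live cells were sorted as Hoechst-positive and Sytox Green-negative, a sort that removes most red blood cells and dead cells but selects no lineage. Libraries were made with the 10x Genomics 3' chemistry and sequenced on an Illumina NovaSeq instrument, so each count is a unique molecular identifier (UMI) read near the 3' end of a transcript.

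The deposited values are counts: whole-number UMI counts per gene and cell barcode, not normalised and not corrected for free RNA. Per the file headers they were made with Cell Ranger 6.0.1, whereas the submitters' processing notes name Cell Ranger 3.1 and 3.1.0, Seurat 4.0.3 and the mm10 genome. The version matters because it sets which reads are counted and which barcodes are called as cells, and the difference was not resolved here. The authors had already called barcodes as cells, and the lowest total per barcode was 501 UMIs in the Early library and 502 in the Advanced library. Both libraries list the same 32285 genes. Gene positions were taken from the GENCODE M21 annotation of GRCm38, the assembly that mm10 names, and are 1-based.

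The Early library held 8242 barcodes and 67610110 UMIs, and the Advanced library 8201 barcodes and 83148059 UMIs. Cells with at least 200 genes were kept, which removed 21 and 18 barcodes and left 8221 Early and 8183 Advanced cells, with medians of 6643 and 7837 UMIs, 1811 and 2069 genes, and 5.12% and 5.04% mitochondrial UMIs. Genes seen in at least 3 cells were kept. The libraries were normalised, integrated with Seurat 5.3.0 anchors over 2000 variable features and 30 dimensions in R 4.3.3, and clustered at resolution 0.5, which gave 23 clusters. The immunoglobulin genes, Jchain and the other genes read as outcomes, 405 in all, were left out of the variable features so that they could not define the clusters. Principal components were rounded to 3 decimals so that the clusters can be recomputed exactly.

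No cell annotation was used here, so cell classes were rebuilt and carry the ending "-like". Markers for 13 classes were fixed before the data were examined. A cluster took the class with the most markers among its 10 leading genes (ties broken by the mean log2 ratio of the markers against the other clusters, with a pseudocount of 10 CPM, which is UMIs of the gene per 1e6 UMIs of the group of cells), provided that this mean was above 0 and that at least 3 markers had a UMI in 10% of its cells. Clusters that failed either condition stayed unnamed, and so did a cluster with no marker among its leading genes and a median UMI count under that of the libraries divided by 3. Macrophage or monocyte-like and dendritic-like clusters together are called myeloid, and B-cell-like with plasma-cell-like cells are called the B lineage. No doublets were removed in the values of the report. Scrublet, run in scanpy 1.11.5 on each library, called 5 Early and 4 Advanced cells (0.0608% and 0.0489%) where the loading predicts 6.58% and 6.55%, so its automatic threshold did not work on these libraries. An alternative that left out the 541 and 536 highest-scoring cells was therefore added.

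Shares of cells are given with exact Clopper-Pearson 95% intervals. Expression levels are the summed UMIs of a class in a library as CPM, with exact Poisson 95% intervals, and ratios are Advanced over Early with exact conditional intervals (a log-scale normal interval for the ratio of Ighg2b to Ighm ratios and for the Mantel-Haenszel ratio of Ighg2b shares between classes at equal depth, over cells of 2500 to 15000 UMIs). All of these intervals cover counting error only. Each group is 1 pooled library, so no test, standard error or p-value could be had, differences between the groups have no replicate check, and mouse age, disease stage and library are the same split. Genes were compared over all of B-cell-like, T-cell-like and myeloid cells by size alone: a gene was counted when it reached 10 CPM in 1 library and the interval of its ratio lay wholly beyond 2-fold. A gene at 0 UMIs was set at a floor of 3 counts for its class in that library. The genes named in each class were the 12 higher and 12 lower ones, over 2-fold apart, whose interval end nearest to 1 was farthest from it. Immunoglobulin, haemoglobin and mitochondrial genes and the markers of other classes were set aside and named separately. A fixed set of genes for antibody classes, iron storage and T cell help was always named, with up to 4 members of each gene list.

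There were 33 gene lists, 5 of them markers of other cells whose RNA could be mixed in, all fixed before the data were examined. For each list the median log2 ratio of its measured members is given with its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. The lists ran in the classes they were written for, which made 58 combinations, 53 of them with the 3 measured members needed for a median. Shares of cells with a UMI were computed as they stand and, because depth differs between cells, as the exact chance of at least 1 UMI in 1000 UMIs drawn from each cell, leaving out shallower cells. The intervals of these thinned shares and of their ratios treat the summed chances as a count of cells. They thus describe a single draw and not the average over draws. Cells that should lack the gene served as the measure of free RNA. Summed marker UMIs over whole libraries, which need no clustering, stand beside the shares.

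The size rule was tested on simulated counts with the depths of these classes and 50 genes at each known fold. Of genes changed 3-fold it recovered 100% in B-cell-like cells (6671 genes run), 72% in T-cell-like cells (7155 genes) and 72% in myeloid cells (7667 genes). At 4-fold it recovered 98%, 96% and 98%. It called 0 unchanged genes in any of these, and the intervals held the true ratio for 95.3%, 95.9% and 96.1% of genes. Coverage this near to 95% means that the simulated counts varied by counting error alone. The simulation therefore does not test genes whose UMIs lie in few cells, such as Gm10457, with 92.0% of its Early T-cell-like UMIs in 1 cell.

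There were 14 alternatives fixed before the data were examined. They changed the cell filter (at least 500 genes and under 10% mitochondrial UMIs), the integration (libraries merged without it), the resolution (1.0), the doublet calls, the variable features, the classes (assigned per cell from marker UMIs by a Poisson tail below 1e-06, with no clustering), the scaling (TMM factors with 30% and 5% trims, equal weight per cell, or totals without immunoglobulin, ribosomal protein and mitochondrial genes), the CPM minimum (none or 50), the free RNA (the level in T-cell-like cells subtracted) and the thinning (2000 UMIs or none). A further 7 alternatives were chosen after seeing the data. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9. Spatial and protein measurements of the study were not used here, and 1 further gene is not reported here.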

Results

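Single-cell transcriptomes of PLNs from TNF-Tg mice were collected at an Early and at an Advanced stage of arthritis, with 1 pooled library of 3 mice per stage. The libraries held 67610110 and 83148059 UMIs, and 8221 Early and 8183 Advanced cells were compared. The study asked which cells and genes of the draining node differ as arthritis advances, and these libraries are compared below for the composition of the node, IgG2b class switching, genes of iron storage, which the study read from spatial data, and the pair of ALCAM on macrophages and CD6 on T cells. With 1 library per stage, no difference reported here has a replicate check, and genes and cells are described by size. Intervals are 95% and cover counting error only.

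The first comparison asked how the cell composition of the node differed between stages. T-cell-like cells made up 1.82% of all cells in the Early library (1.55% to 2.14%, 150 cells) and 13.0% in the Advanced library (12.3% to 13.8%, 1065 cells), a ratio of 7.13 (6.01 to 8.52). B-cell-like cells were the main population at both stages and their share was lower in the Advanced library, 70.1% (69.1% to 71.1%, 5739 cells) against 90.9% (90.2% to 91.5%, 7471 cells). The myeloid share was higher, 4.81% (4.36% to 5.30%, 394 cells) against 2.52% (2.19% to 2.88%, 207 cells), a ratio of 1.91 (1.61 to 2.27). Plasma-cell-like cells, which secrete antibody, were few: 17 of 7488 B lineage cells in the Early library (0.227%, 0.132% to 0.363%) and 30 of 5769 in the Advanced library (0.520%, 0.351% to 0.742%), a ratio of 2.29 (1.22 to 4.43). As a share of all cells they made up 0.207% and 0.367%, a ratio of 1.77 with an interval that held 1 (0.947 to 3.43). Summed over whole libraries with no clustering, T cell marker UMIs were 3.62-fold higher in the Advanced library (3.58 to 3.66) and the UMIs of Cd3d, Cd3e and Cd3g, which encode chains of the T cell receptor complex, 4.31-fold higher (4.20 to 4.42), while B cell marker UMIs had a ratio of 0.758.

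**Figure D1:**
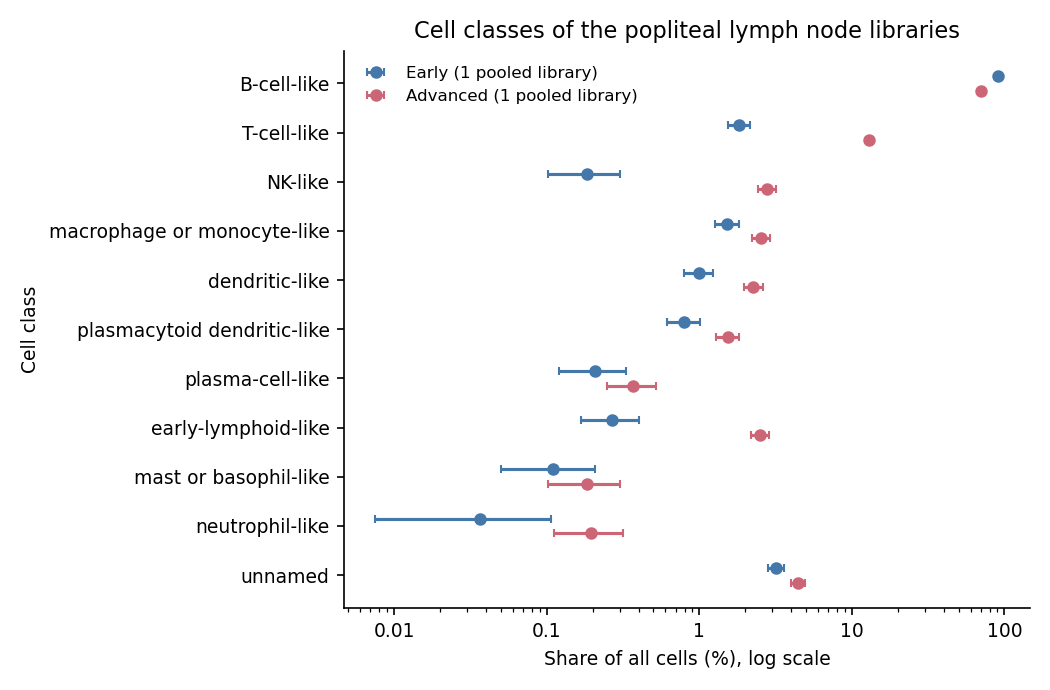
Share of all cells (percent, log axis) in each rebuilt cell class for the Early and the Advanced library, with points for the shares and bars for exact 95% intervals that cover counting error only. The T-cell-like share was 1.82% in the Early and 13.0% in the Advanced library, and the early-lymphoid-like share 0.268% and 2.52%.

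Different clusters held most of the T-cell-like cells at each stage. Cluster 7, led by Izumo1r, Tnfrsf4, Foxp3 and Ctla4, genes of regulatory and follicular helper T cells, held 61.3% of the Early T-cell-like cells (92 cells) and 26.3% of the Advanced ones (280 cells). Cluster 4, led by Dapl1, Cd8b1, Nkg7 and Cd8a, held 22.7% of the Early (34 cells) and 48.3% of the Advanced T-cell-like cells (514 cells). Cluster 11, led by Igfbp4, Dapl1, Ly6c1 and Lef1, held 12 and 222 cells, and cluster 18, led by Cxcr6 and Trdc, 12 and 49 cells. The NK-like cluster 10, led by Ccl5, Klra7, Xcl1 and Nkg7, held 15 and 228 cells, 0.182% and 2.79% of all cells, and Cd3e had a UMI in 88.1% of its cells. Counted with the T-cell-like cells it gave 2.01% of all cells in the Early and 15.8% in the Advanced library. Clusters 4, 10, 11 and 15 came almost entirely from the Advanced library, so each may be a feature of that library rather than a cell type.

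Within the myeloid cells, macrophage or monocyte-like cells (led by Ace, Csf1r, Adgre4 and Cx3cr1) made up 1.52% of the Early and 2.55% of the Advanced library, and dendritic-like cells 0.997% and 2.26%. Plasmacytoid dendritic-like cells, marked by Siglech, made up 0.791% and 1.54%. Neutrophil-like cells numbered 3 and 16, and mast or basophil-like cells 9 and 15. A further 262 Early and 364 Advanced cells stayed unnamed, of which cluster 6 carried cell cycle genes such as Top2a and Birc5 and cluster 13 was led by Bhlhe41 and Apoe. Cells with early lymphoid genes made up 0.268% of the Early library (22 cells) and 2.52% of the Advanced library (206 cells). They formed cluster 15, led by the surrogate light chain genes Vpreb1 and Igll1 (11 and 123 cells), and cluster 16, led by Dntt and Arpp21 with the recombinase gene Rag1 (11 and 83 cells).

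The next comparison concerned Ighg2b, the constant gene of IgG2b heavy chains (chromosome 12, 113302965 to 113307933, minus strand, ENSMUSG00000076613). In B-cell-like cells it stood at 19.5 CPM in the Early library (1062 UMIs) and 115 CPM in the Advanced library (5254 UMIs), a ratio of 5.88 (5.50 to 6.29) that ran from 4.07 with classes from marker UMIs to 9.94 with each cell weighted equally. T-cell-like cells, which do not transcribe the gene, held it at 10.6 and 54.6 CPM, a ratio of 5.14 (3.18 to 8.87), and myeloid cells at 15.7 and 47.2 CPM, a ratio of 3.00 (2.22 to 4.14). Most of its UMIs lay in plasma-cell-like cells, which held 80.2% of those in the Early library (17528 of 21860) and 88.8% in the Advanced library (73238 of 82509). Of the 17 Early plasma-cell-like cells 2 held 5 or more Ighg2b UMIs, and of the 30 Advanced ones 13 did. Over the B lineage, Ighg2b UMIs per Ighm UMI were 0.126 (0.124 to 0.128) and 0.525 (0.520 to 0.529), 4.15-fold higher in the Advanced library (4.08 to 4.23). A plasma-cell-like cell held 56.2% of the Early B lineage UMIs of Ighg2b, and without the highest cell of each library the ratios were 0.0554 and 0.447, 8.08-fold apart. In B-cell-like cells alone they were 0.00994 and 0.0543. The B lineage leaves out the unnamed cells, which held 3189 Early (14.6%) and 2623 Advanced Ighg2b UMIs (3.18%). Of these cells, the unnamed clusters 6 and 13 had a Cd79a UMI in 91.1% and 100% of cells. The ratio of Ighg2b to Ighm with them counted in was not computed, so the 4.15-fold difference holds for the named cells only.

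The share of cells with an Ighg2b UMI was 10.2% of B-cell-like cells in the Early library (9.48% to 10.9%, median depth 6501 UMIs) and 42.6% in the Advanced library (41.3% to 43.9%, 7233 UMIs). The same share in T-cell-like cells was 11.3% (6.74% to 17.5%, 10095 UMIs) and 43.6% (40.6% to 46.6%, 10713 UMIs), and in myeloid cells 12.1% and 49.2% (14072 and 13586 UMIs). When each cell was thinned to 1000 UMIs, B-cell-like cells gave 1.79% (1.5% to 2.12%, 83 shallower cells left out) and 8.30% (7.59% to 9.05%, 147 left out), a ratio of 4.64 (3.82 to 5.68). T-cell-like cells gave 1.19% (0.12% to 4.51%) and 6.05% (4.69% to 7.65%) with 0 cells left out, and myeloid cells 1.14% and 5.59%. The thinned share of Advanced B-cell-like cells was thus 1.37 times that of T-cell-like cells (1.05 to 1.81), and 1.27 times without the low-UMI cluster 5 (0.973 to 1.67). Among cells of 2500 to 15000 UMIs matched on their total, without thinning, the Advanced share was 1.04 times that of T-cell-like cells (0.954 to 1.14) and 0.996 times that of myeloid cells (0.852 to 1.17). There were 61 Advanced B-cell-like cells (1.06%) with 5 or more Ighg2b UMIs, which held 36.7% of those of the class, 602 of the UMIs in 1 cell. In the Early library 22 cells (0.294%) held 20.4%, and among Advanced cells of other classes 5 T-cell-like (0.469%) held 5.11%, 6 myeloid (1.52%) held 17.1% and 3 early-lymphoid-like cells (1.46%) held 16%.

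**Figure D2:**
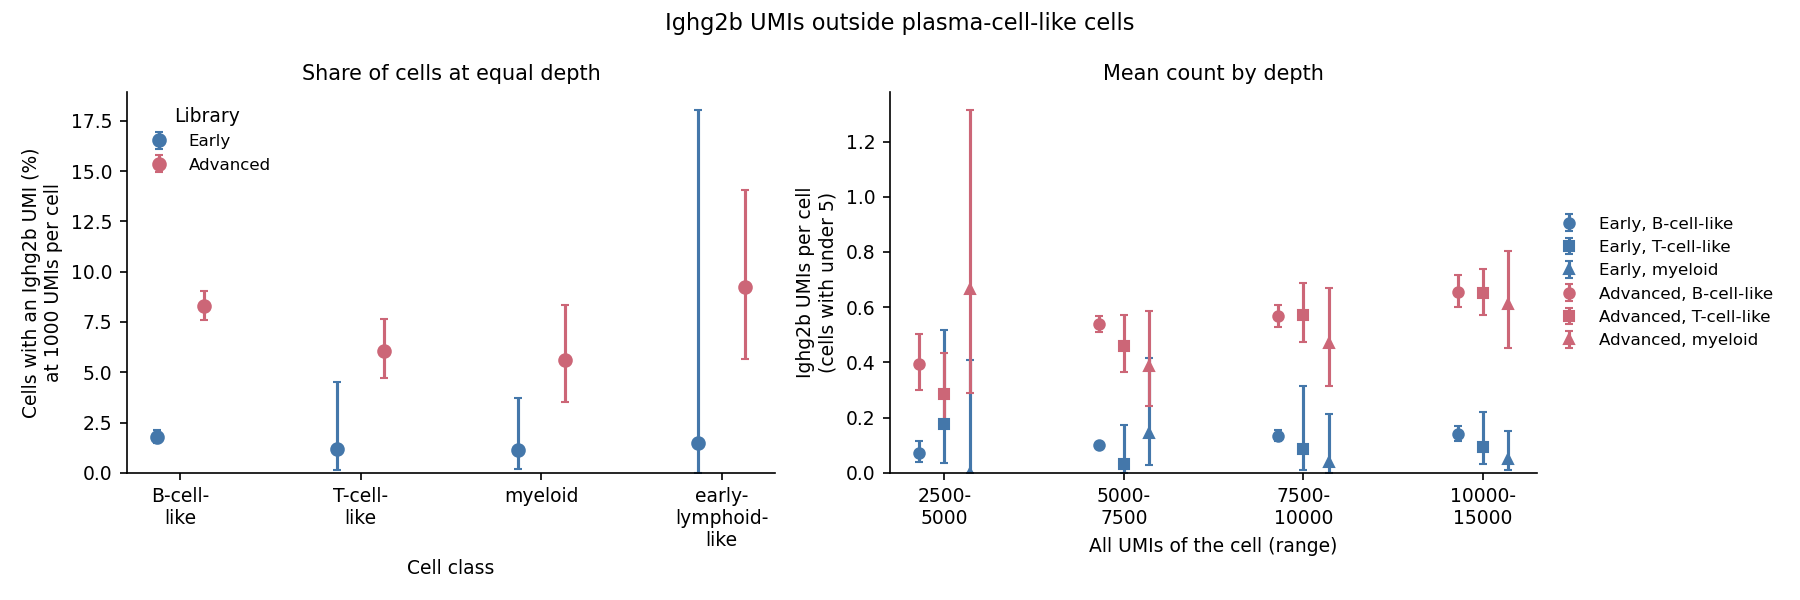
Left, percent of cells with an Ighg2b UMI after thinning to 1000 UMIs per cell; right, mean Ighg2b UMIs per cell by the cell's total UMIs, for cells with under 5 Ighg2b UMIs, each by cell class and library with bars for 95% counting intervals. At 10000 to 15000 UMIs per cell the Advanced means were 0.657 in B-cell-like and 0.651 in T-cell-like cells.

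Other antibody genes in B-cell-like cells differed in direction. Ighg2c stood at 1.99 and 26.7 CPM, a ratio of 13.4 (11 to 16.5), and in T-cell-like cells at 2 and 223 UMIs, a ratio of 14.6 (4.01 to 122). Ighg1 had a ratio of 5.39 (4.33 to 6.77), Jchain, which joins IgM and IgA into polymers, 2.06 (1.81 to 2.33) and Ighg3 1.18 (1.05 to 1.34), whereas Igha was lower at 0.576 (0.493 to 0.671). Ighm had a ratio of 1.08 (1.07 to 1.09), and Ighd (1.01) and Igkc (1.04) lay slightly above 1 but below it with TMM factors (0.949 and 0.975). All 5 measured members of the immunoglobulin heavy constant gene list were above 1 in B-cell-like cells, again except Ighd with TMM factors, and the list median of 0.24 (log2) lay at percentile 99.6 of the random lists. Plasma cell RNA was higher too, with 6 of 7 measured members above 1 and a median of 0.26 at percentile 99.95, and it had higher medians in T-cell-like (0.30, percentile 99.5) and myeloid cells (0.14, percentile 84.9), although with no minimum CPM these were 0.06 at percentile 93.1 and -0.17 at percentile 4.6.

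Few other genes of B-cell-like cells differed by more than 2-fold. Of 6847 genes, 7 were over 2-fold higher in the Advanced library and 0 lower, against 16 higher with each cell weighted equally, 14 with totals that leave out immunoglobulin, ribosomal protein and mitochondrial genes, 1 at a minimum of 50 CPM, and 151 higher and 6 lower with no minimum. Of the 7 reported here 4 were markers of other cells or immunoglobulin genes: S100a9 of neutrophils (ratio 6.68), the T cell receptor gene Trbc2 (6.70), Ighg2c and Ighg2b. The others were Ccl5, a chemokine of T and NK cells (12.8, 10.1 to 16.3), S100a4 (2.82, 2.43 to 3.28) and Nphs1 (2.52, 2.22 to 2.86). Over the alternatives the ratio of Ccl5 ran from 3.79 to 13.1. Ahnak (2.13) and Rgs1 (2.06) were also named, with intervals that reached below 2. Interferon response genes had 10 of 12 measured members above 1, among them Irf7 (1.52) and Gbp4 (1.33), and a median of 0.19 at percentile 99.8. Genes for antibody secretion and the unfolded protein response were lower in 14 of 19 members (Sdf2l1 0.716, Pdia6 0.761, Calr 0.814), with a median of -0.07 at percentile 0.01. Marginal zone and B1 cell genes were lower in 5 of 7 (Cd9 0.725, Ahr 0.788, Dtx1 0.821), with a median of -0.13 at percentile 0.01 (-0.02 at percentile 3.03 with no minimum CPM), and oxidative phosphorylation genes in 22 of 24 (Ndufs6 0.904, Uqcrb 0.922), with a median of -0.06 at percentile 0.21. The marginal zone and B1 result does not cover the unnamed cluster 13, led by Bhlhe41 and Apoe, which had a Cd79a UMI in 100% of its cells. Cluster 13 made up 0.937% of the Early and 1.34% of the Advanced library. A larger unnamed cluster led by Apoe and Bhlhe41 at resolution 1.0 held 616 Early and 555 Advanced cells. Mitochondrially encoded genes were above 1 in 12 of 13 (mt-Atp8 1.62, mt-Nd4l 1.32), with a median of 0.09 at percentile 99.7 that lay below 0 with TMM factors.

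The remaining B cell lists stayed within the middle 95% of random lists at the minimum of 10 CPM, but 5 of them lay above it when all members were let in, which adds genes of few UMIs. Glycolysis genes had a median of 0.11 at percentile 96.4, with 10 of 14 members above 1 (Hk2 1.73, Aldoa 1.14), and cell cycle genes 0.16 at percentile 80.5, with 4 of 5 above 1 (Stmn1 1.35, Mcm6 1.22). Medians that lay slightly above 0 but below it with TMM factors were those of the markers of B cells in inflamed nodes, which the study calls Bin cells (0.06, percentile 93.7, 5 of 8 above 1, Il4ra 1.17, Cd24a 1.14), TNF and NF-kB targets (0.08, percentile 87.1, 11 of 16, Traf1 1.19, Tnfaip3 1.20), germinal centre and class switching genes (0.08, percentile 61.3, 4 of 4, Bcl6 1.35), T cell co-stimulation ligands (0.06, percentile 55.6, 5 of 8, Cd40 1.16, Cd86 0.888), dissociation stress genes (0.03, percentile 68.5, 10 of 17, Egr1 1.58, Fosb 0.799) and age-associated B cell genes (0.03, percentile 50, 2 of 3, Zeb2 1.20). B cell activation genes (-0.02, percentile 14.7, 7 of 14 above 1) held Cd83 at 0.768 and Myc at 1.23, MHC class II genes (-0.01, percentile 58.3, 5 of 12) held H2-Ab1 at 0.943, and macrophage RNA (-0.02, percentile 19.7, 2 of 5) held Lyz2 at 2.03 and Apoe at 0.718. The 5 medians with no minimum CPM were those of germinal centre and class switching genes (0.43, percentile 99.9, 15 members), age-associated B cell genes (0.77, percentile 100, 11 members), cell cycle genes (0.50, percentile 99.99, 20 members), TNF and NF-kB targets (0.16, percentile 99.8, 20 members) and macrophage RNA (0.33, percentile 99.4, 12 members). Of the T cell RNA list 1 member reached 10 CPM in B-cell-like cells, and with no minimum its 12 members had a median of 2.52 at percentile 100, so the higher Ccl5 did not stand alone among genes of T cells. Of the erythroid RNA list 0 reached 10 CPM in any class.

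In T-cell-like cells, genes of regulatory, follicular helper and activated T cells were lower in the Advanced library and genes of naive T cells higher. All 15 measured follicular helper genes had ratios below 1, 9 of them over 2-fold (Ascl2 0.0760, Sostdc1 0.151, Pdcd1 0.178, Tbc1d4 0.259), with a median of -1.51 at percentile 0. Sostdc1 rested on 7 Early and 8 Advanced cells, and its ratio ran from 0.144 to 0.780 over the alternatives. All 11 regulatory T cell genes were lower, 9 of them over 2-fold (Tnfrsf4 0.240, Izumo1r 0.315, Ikzf2 0.346), with a median of -1.36 at percentile 0. Naive T cell genes were higher in 12 of 13 members (Igfbp4 2.42, Dapl1 1.94, Ccr7 1.92), with a median of 0.61 at percentile 100. Of 7478 genes 8 were over 2-fold higher and 107 lower. These split as 24 and 56 with TMM factors, which move all T cell ratios up by 0.245 (log2), and as 25 and 75 with totals that leave out immunoglobulin, ribosomal protein and mitochondrial genes.

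The genes named as higher in T-cell-like cells included the CD8 gene Cd8b1 (2.42, 2.15 to 2.72), Ccl5 (3.36, 2.77 to 4.10, with 56.9% of its Early UMIs in 1 cell), the granule gene Nkg7 (2.08), Fcgrt (5.01), Usp28 (4.75), Igfbp4 (2.42), the kinase gene Txk (2.24), Snhg9 (2.33), Gm29243 (3.40), Gm2682 (2.23), 1700062C10Rik (4.76) and D930028M14Rik (4.25). Only for Cd8b1, Ccl5 and Fcgrt did the interval lie wholly beyond 2-fold, and for the other genes it reached below 2. Those named as lower were Gzmb, a granule protease (0.0372, 0.0239 to 0.0562, with 53.8% of its Early UMIs in 1 of 7 cells), Penk (0.104), Ascl2, Sostdc1, Padi4 (0.0618), Cebpa (0.116), Rln3 (0.113), Klc3 (0.109), Sardh (0.107) and Tnp2 (0.125), with Gm10457 (0.0105) and Gal (0.128), for which 1 cell held 92.0% and 94.3% of the Early UMIs. Set aside as markers of other classes or immunoglobulin genes were Eomes (12.7, 3.46 to 105, from 2 Early UMIs), Ly6c2 (4.06), Klrd1 (3.04), Ighg2b and Ighg2c as higher and Ccr2 (0.342) as lower. Cd8a was higher (1.83, 1.55 to 2.17) and Cd4 lower (0.405, 0.342 to 0.482). Leaving out the cell with the most UMIs of each gene left 18 genes higher and 57 lower.

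Cytotoxic and type 1 genes went both ways, with 6 of 11 measured members above 1 and 5 below, and a median of 1.06 at percentile 100 (0.21 at percentile 99.85 over 16 members with no minimum CPM). Activation and memory genes were below 1 in 11 of 15 (S100a4 0.354, S100a6 0.380, Lgals1 0.377; median -0.74, percentile 0), exhaustion genes in 7 of 7 (Lag3 0.309, Ctla4 0.439, Tox 0.486; median -1.04, percentile 0.01) and TNF and NF-kB targets in 16 of 17 (Bcl2a1d 0.267, Nfkbia 0.526; median -0.45, percentile 0.21). Cell cycle genes were below 1 in 11 of 11 (Ube2c 0.197, Tyms 0.288; median -0.85, percentile 0.105), although 1 Early cell held 90.5% of the UMIs of Ccnb2. Interferon response genes had 10 of 18 members above 1 (Isg15 1.27, Ifi27l2a 0.461), with a median of 0.06 at percentile 99.87, and immunoglobulin heavy constant genes a median of 1.11 at percentile 100 over 4 members, 2 of them above 1, but -0.13 at percentile 60.8 over 7 with no minimum CPM. Dissociation stress genes had 9 of 17 above 1 (Egr1 2.08, Dusp1 0.618; median 0.02, percentile 98.7, and -0.08 at percentile 96.7 with no minimum CPM). Oxidative phosphorylation genes (24 of 24 below 1, Ndufb8 0.622; median -0.28, percentile 4.62) and glycolysis genes (13 of 13, Pkm 0.562, Gapdh 0.654; median -0.35, percentile 8.66) stayed within the random lists. So did mitochondrially encoded genes (-0.05, percentile 66.8, 9 of 13 below 1, mt-Atp8 1.66) and B cell RNA (-0.16, percentile 65.4, 10 of 12 below 1, Cr2 0.571, Cd79a 0.830), both with medians above 0 under TMM factors. Macrophage RNA was lower (-1.01, percentile 0, 5 of 6 below 1, and -0.53 at percentile 7.29 over 10 members with no minimum CPM), with 80.4% of the Early Lyz2 UMIs in 1 cell.

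Within cluster 7 alone, many of these differences were smaller and some went the other way. There 7 genes were over 2-fold higher and 8 lower of 7803. Foxp3, the regulatory T cell factor, had a ratio of 1.17 (0.987 to 1.40), Ctla4 1.08 and Ikzf2 0.940, and the regulatory list a median of -0.13 at percentile 8.78. The follicular helper list kept a median below 0 (-0.32, percentile 0.02), with Pdcd1 at 0.534 (0.391 to 0.733), Cxcr5 at 0.681 (0.470 to 0.996), Tbc1d4 at 0.660 (0.568 to 0.768) and Il21 at 0.803 (0.438 to 1.53). Naive T cell genes kept a median of 0.22 at percentile 99.4, with Ccr7 at 1.44. Activation and memory genes had a median of 0.09 at percentile 97.2 there, macrophage RNA 0.43 at percentile 98.1, cytotoxic and type 1 genes -0.11 at percentile 18.2 and interferon response genes -0.11 at percentile 10.1, each on the other side of 0 than in the whole class. Dissociation stress genes were higher at 0.21 (percentile 99.98) and mitochondrially encoded genes at 0.11 (percentile 99.8), while cell cycle (-0.72) and oxidative phosphorylation genes (-0.20) stayed lower, both at percentile 0. Gzmb (0.0706) and Penk (0.274) were lower there too, and Tnfrsf4 stood at 0.677 (0.609 to 0.754).

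**Figure D3:**
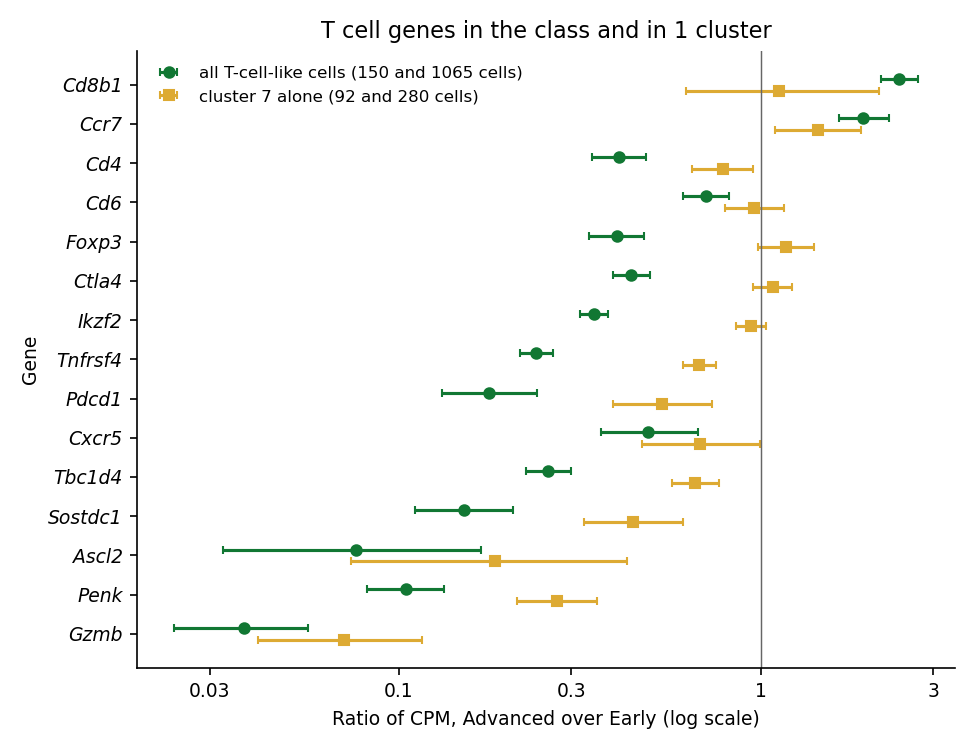
Ratio of CPM, Advanced over Early (log axis), for 15 T cell genes in all T-cell-like cells and in cluster 7 alone, with bars for 95% counting intervals. Foxp3, Ctla4 and Ikzf2 lay below 1 in all T-cell-like cells and at 1.17, 1.08 and 0.940 within cluster 7, while Gzmb and Penk lay far below 1 in both.

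Macrophages were compared for iron storage, which the study read in the sinuses of the node. Fth1, the ferritin heavy chain gene (chromosome 19, 9980598 to 9985098, plus strand), stood at 5003 CPM in Early and 3944 CPM in Advanced macrophage or monocyte-like cells, a ratio of 0.788 (0.765 to 0.812). Its ratio was 1.02 in dendritic-like cells (0.982 to 1.05), 0.796 in T-cell-like cells and 0.896 in B-cell-like cells, so the lower level was not limited to macrophages. The light chain gene Ftl1 had ratios of 0.890 in macrophage or monocyte-like and 1.09 in dendritic-like cells. The haem oxygenase gene Hmox1 was lower in macrophage or monocyte-like cells (0.685, 0.553 to 0.848), the haemochromatosis gene Hfe stood at 1.1 (0.972 to 1.24), and Slc40a1, the iron exporter, had 0 UMIs in them. Marco, a marker of sinus macrophages, had 17 Early UMIs, 82.4% of them in 1 cell, and 2 Advanced UMIs (0.0810, 0.00908 to 0.341), so too few sinus macrophages were captured to compare. Over all myeloid cells the iron handling list had 7 of 16 members above 1 (Tfrc 2.04, Trf 1.59, Hmox1 0.521), with a median of -0.10 at percentile 8.55, and of the sinus and medullary macrophage list 2 members were measured.

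The ligand and receptor pair of Alcam and Cd6 was compared in macrophages and T cells. Alcam (chromosome 16, 52248996 to 52454074, minus strand) stood at 50.4 CPM in Early (81 UMIs) and 71.2 CPM in Advanced macrophage or monocyte-like cells (166 UMIs), a ratio of 1.41 (1.08 to 1.86), and its ratio in dendritic-like cells was 0.946 (0.785 to 1.15). Cd6 (chromosome 19, 10789341 to 10830058, minus strand) was lower in Advanced T-cell-like cells, 96.1 against 136 CPM (0.705, 0.610 to 0.819), and not detectably different within cluster 7 (0.961, 0.797 to 1.16). Of the other genes of T cell help, Cd40lg had a ratio of 0.728 (0.572 to 0.937) and Il21 of 0.270 (0.147 to 0.515) in T-cell-like cells, while Cd40 (1.16) and Il21r (1.04, 0.970 with TMM factors) differed little in B-cell-like cells. Ccl19 had 9 and 41 UMIs in dendritic-like cells (1.80, 0.864 to 4.22). Cxcl13, a B cell chemokine, had 0 and 100 UMIs there, 86.0% of them in 1 cell.

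Over all myeloid cells, 47 genes were over 2-fold higher and 22 lower of 7912, and 16 of the 47 were markers of other classes or immunoglobulin genes. The mix of the class differed, with 125 macrophage or monocyte-like cells of 207 in the Early and 209 of 394 in the Advanced library. Hfe stood at 0.823 over the class, 1.10 in macrophage or monocyte-like and 0.698 in dendritic-like cells. Hmox1 stood at 0.521, 0.685 and 1.32. How far the mix moved the other myeloid genes and lists was not tested. T cell RNA was far higher in the Advanced myeloid cells: all 12 measured members were above 1, with 0 Early UMIs for 2 of them and a median of 3.15 at percentile 100, and Cd3d went from 1 to 153 UMIs (77.1, 13.6 to 3066). Cd3g (at least 18.1-fold), Thy1 (at least 9.18-fold), Cd3e (40.8), Trbc2 (25.3), Trbc1 (9.16), Trac (8.57) and Ms4a4b (5.06) were among those set aside, with Lat, Cd8b1, Siglech (3.24), Cox6a2, Atp1b1, Sox4, Ighg2b and Ighg2c. Genes named as higher were Nkg7 (at least 11.8-fold), Dapl1 (at least 12.9-fold), Pgam2 (at least 15.5-fold), S100a3 (30.1, 10.1 to 147), the interleukin 12 gene Il12b (15.2, 6.38 to 47.6), Cxcl12 (21.4), Ctla2a (14.3), Dqx1 (13.1), the elastase gene Mmp12 (7.18), Gal (5.15, but 0.913 with classes from marker UMIs), Igfbp7 (6.58, from 3 and 4 cells, but 0.237 without integration and below 1 in 2 other alternatives) and Cxcl13 (51.9, 9.11 to 2070, with 83.5% of its Advanced UMIs in 1 cell). Nkg7 and Dapl1 were leading genes of the T-cell-like cluster 4, and Ctla2a of the NK-like cluster with the stricter cell filter. In Advanced myeloid cells Nkg7 lay in 25 cells and Dapl1 in 14, beside Cd3d in 46. These genes may therefore belong with the T cell RNA rather than with myeloid cells, which was not tested. Over the alternatives Cxcl12 ran from 1.22 to 72.2, Ctla2a from 3.88 to 25.8 and Il12b from 4.13 to 16.7. Cxcl12 had 2 Early UMIs in 1 cell, and 51.8% of its Advanced UMIs were in 1 cell. Genes named as lower were Chil3 (0.129, 0.0881 to 0.186), Acod1 (0.172), Birc5 (0.159), Mki67 (0.178), Ccdc163 (0.258) and Ifit1 (0.221). For the last 4, 1 Early cell held 50% to 68.4% of the UMIs, and without the highest cells the ratios were 0.267, 0.444, 0.482 and 0.483. A single Early cell held over 80% of the UMIs of each of Ccl20 (at least 103-fold), Coch (at least 90.4-fold), Glycam1 (0.00571), Hist1h3c (0.0458), Cxcl10 (0.134) and Ccl22 (0.339, and 4.40 without that cell).

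Interferon response genes were lower in the Advanced myeloid cells in 17 of 21 members (Ifit1 0.221, Ifit3 0.266, Rsad2 0.322), with a median of -0.42 at percentile 0, and TNF and NF-kB targets in 17 of 20 (Ccl4 0.431, Ier3 0.579, Nfkbia 0.766), with a median of -0.27 at percentile 0. A single Early cell held 57.9% of the Ifit1 UMIs, and without the highest cells the ratio of Ifit1 was 0.483. The lists were not run without the highest cells, so how far a few Early cells moved the interferon median was not tested. MHC class II genes were higher in 9 of 12 (Cd74 1.18, H2-DMa 1.15), with a median of 0.14 at percentile 99.92. T cell co-stimulation ligands were lower in 9 of 12 (Cd274 0.764, Icosl 1.34; median -0.19, percentile 1.82), dissociation stress genes higher in 12 of 18 (Jun 1.30, Fosb 1.37; median 0.06, percentile 98.1) and immunoglobulin heavy constant genes higher over 4 members (median 0.87, percentile 99.98), but not over 7 with no minimum CPM (-0.04, percentile 30.5). Inflammatory cytokines and chemokines went both ways (6 of 13 above 1, Il1b 0.390; median -0.01, percentile 41.6), as did lipid-associated macrophage genes (5 of 10, Lpl 2.70, Fabp5 1.65, Ctsd 0.668; median 0.05, percentile 87.2). Complement genes (-0.16, percentile 10.2) held Cfb at 0.309 and C3 at 0.661, lysosome genes (-0.12, percentile 6.21, 12 of 15 below 1) Ctsl at 1.79, and cell cycle genes (-0.12, percentile 6.88) Mcm6 at 2.83. Oxidative phosphorylation (-0.07, percentile 22.0, Uqcrb 0.790), glycolysis (-0.10, percentile 14.6, Slc16a3 0.666), mitochondrially encoded genes (0.08, percentile 97.52, mt-Atp8 1.60) and B cell RNA (-0.15, percentile 4.83, Ms4a1 0.653, Fcer2a 2.30) completed the lists. With no minimum CPM the myeloid complement list turned to 0.43 at percentile 98.0 (11 members), and with TMM factors it stood at -0.62 at percentile 0.01 (5 members), so its direction rests on the choice. Cell cycle genes (-0.65, percentile 0) and inflammatory cytokines and chemokines (-0.28, percentile 0.64) lay below the random lists with no minimum. In all, 28 of the 53 list medians lay outside the middle 95% of their random lists.

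**Figure D4:**
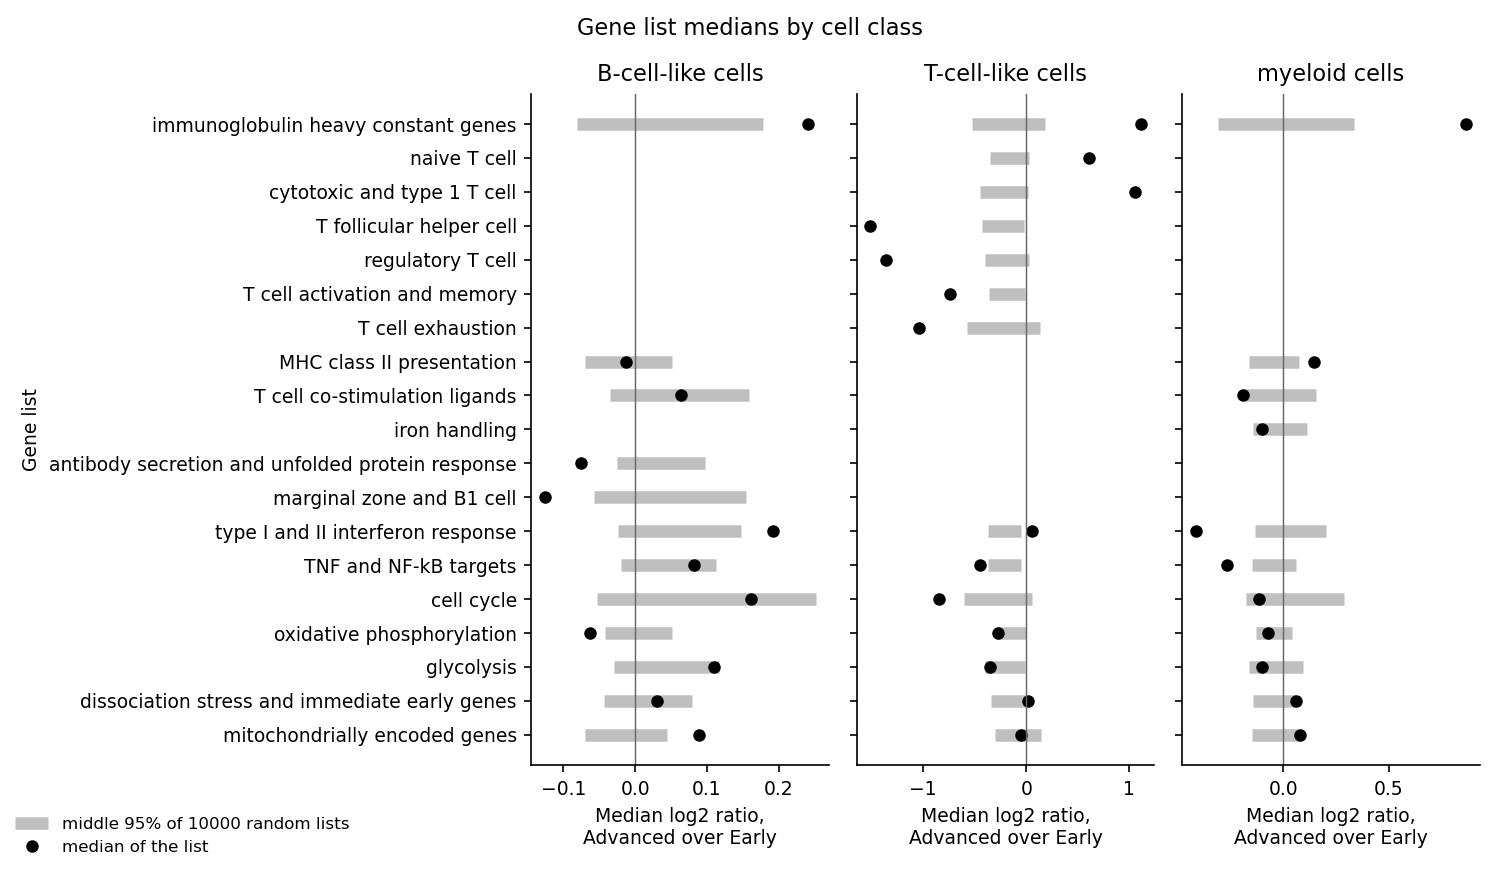
Median log2 ratio, Advanced over Early, of each gene list (points) in B-cell-like, T-cell-like and myeloid cells, with grey bars for the middle 95% of 10000 random lists matched on expression; the horizontal scales differ. The lowest median was that of follicular helper genes in T-cell-like cells, -1.51, and the naive T cell list there had a median of 0.61.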

Values the study reported

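The study integrated 8192 cells from Early and 8136 cells from Advanced PLNs and described 18 cell populations at a clustering resolution of 0.5. It reported that T cells, taken as several clusters together, made up 2.0% of all cells in Early and 15.8% in Advanced PLNs. Monocyte and macrophage populations made up 3.6% and 7.4% of all cells. Plasma cells that expressed Cd93, Irf4 and Cxcr4 were given as 0.08% of all B cells in Early and 2.0% in Advanced PLNs.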

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

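The alternatives for the highest Scrublet scores, the NK-like and plasmacytoid cells, the low-UMI cluster, cluster 7, the highest cell per gene and the cells with 5 or more Ighg2b UMIs were chosen after seeing the data. No paired analysis was possible because each group is 1 library. Over 14 planned and 7 added alternatives, 95 values of the main results moved by less than their counting interval (or, for counts of genes, by less than 1.5 times), 31 moved by more and 0 changed direction. Counts of genes and of lists are among these values and have no direction to change. The gene lists entered only as the number outside their random lists, 28 as reported and 29 to 32 in the alternatives. Some list medians did change sign with TMM factors, as given above. The Advanced over Early ratio of the T-cell-like share ran from 6.75 to 7.87, of the myeloid share from 1.84 to 2.01, of the plasma-cell-like share from 1.94 to 2.38, of Alcam from 1.22 to 1.43 and of the thinned Ighg2b share from 4.19 to 4.46, against 4.64 as reported. Unless the construction of the alternative shows it, the cause was not tested.

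At resolution 1.0 and without integration the low-UMI cluster stayed unnamed and so left the B-cell-like class. At resolution 1.0 a larger cluster led by Apoe and Bhlhe41 (616 and 555 cells) was unnamed too, and the ratio of the B-cell-like share was 0.741, of the Ighg2b level in B-cell-like cells 4.61 and of Ighg2b to Ighm 4.07. The Ighg2b level had a ratio of 4.79 with the stricter cell filter, 4.99 without integration, 5.20 with all variable features, 6.77 with the T-cell-like level subtracted, 6.39 without the highest Scrublet scores, 4.62 without the low-UMI cluster and 4.72 without cells of 5 or more Ighg2b UMIs. With classes from marker UMIs alone it was 4.07, Ighg2b to Ighm 3.48, Cd6 0.824 and the count of T cell genes 303 (42 higher, 261 lower). TMM factors gave 5.50 for Ighg2b, 0.759 for Fth1 and 0.836 for Cd6. Weighting each cell equally gave 9.94 for Ighg2b, 0.762 for Fth1, 16 B cell genes and 72 T cell genes. Totals without immunoglobulin, ribosomal protein and mitochondrial genes gave 14 B cell genes. With no minimum CPM, which admits genes of few counts, there were 157 B cell, 183 T cell and 163 myeloid genes, and at 50 CPM, which leaves fewer genes, 1, 46 and 15. In cluster 7 alone, which leaves fewer cells and sets aside the other T-cell-like clusters, Cd6 stood at 0.961 and 15 genes passed. The part of each was not tested. Without the cell with the most UMIs of each gene 75 T cell genes passed.

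The genes named within a class were counted together with the shares of cell classes outside the main results. Of these, 432 values moved by less than their interval, 50 by more and 4, all of genes, changed direction. Igfbp7 in myeloid cells had a ratio of 0.487 with the stricter filter, 0.237 without integration and 0.603 with classes from marker UMIs, and Gal in myeloid cells 0.913 with the last. Igfbp7 rested on 3 Early and 4 Advanced cells. Depth limited the genes of the smaller classes, since 3-fold changes in simulated counts were recovered in 72% of genes in T-cell-like and myeloid cells.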

Other observations

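The tests on bone marrow, on depth or clustering for the early lymphoid cells and on cells with 5 or more Ighg2b UMIs, the 0.25 limit for doublets, and the ratios of B-cell-like over other cells, were chosen after the results were seen, and so were the genes and clusters described in the next paragraph.

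The early-lymphoid-like cells were of 2 kinds. Cluster 15 held Vpreb1 (chromosome 16, 16868403 to 16870843, minus strand) at 702 CPM, Igll1 at 264 CPM and Rag1 at 244 CPM, genes of B cell precursors, with a Vpreb1 UMI in 26.9% of its cells and an Ighm UMI in 100%. Cluster 16 held Dntt at 943 CPM and Rag1 at 328 CPM, with a Cd3e UMI in 83.0% of its cells. Over whole libraries, with no clustering, Vpreb1 had 43 Early and 1623 Advanced UMIs (ratio 30.7) and Igll1 8 and 740 (ratio 75.2). Cluster 15 also held Cd93 at 123 CPM, Irf4 at 121 CPM and Cxcr4 at 146 CPM, with Jchain at 10.2 CPM and Xbp1 at 37.5 CPM, whereas the plasma-cell-like cluster 19 held Jchain at 27314 CPM, Xbp1 at 886 CPM and Irf4 at 94.5 CPM. As a share of B-cell-like, plasma-cell-like and cluster 15 cells together, cluster 15 made up 0.147% of the Early library (11 cells) and 2.09% of the Advanced library (123 cells). Summed marker UMIs of fibroblastic stromal cells had a ratio of 3.07, from 20 and 61 cells with a UMI, and those of endothelial cells of 0.990.

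The first pattern to weigh is Ighg2b UMIs in B-cell-like cells of the Advanced library, of which a small subset of switched cells was not the whole source, because the 5% of cells with the most held 49.98% of the UMIs (48.6% to 51.3%), where a subset alone would need over 80%. Free RNA may account for the share of cells with a UMI, which at equal total UMIs was 1.04 times that of T-cell-like cells (0.954 to 1.14) and 0.996 times that of myeloid cells (0.852 to 1.17). For the level of the class, the shares at 1000 UMIs, 8.30% and 6.05% in T-cell-like cells, overlapped at the edge. Their intervals describe a single draw, so the overlap cannot decide. Against T-cell-like and myeloid cells the UMIs per cell were 1.47 and 1.21 times as high (1.18 and 0.976 without the low-UMI cluster 5). The CPM were 2.10 and 2.43 times as high (1.62 and 1.87), although T-cell-like and myeloid cells hold more UMIs each. Free RNA thus stays open for the level of the class. For the cells with 5 or more it stays open too: per cell of the class they held 10.5 times as many UMIs as in T-cell-like cells (7.51 to 15.2), 5.06 times without cluster 5, but 2.60 times as many as in myeloid cells (1.97 to 3.50), and 1.25 times without cluster 5 (0.941 to 1.69). Per Ighg2b UMI, plasma-cell-like cells had more Jchain (0.379) and Ighg2c (0.496) than B-cell-like (0.128 and 0.232) and T-cell-like cells (0.156 and 0.335), but Ighg1 was alike (0.0853, 0.0855 and 0.0947) and Ighg3 0.137, 0.1005 and 0.137, so the source of the background stays open, as do the stage of the mice, the plasma cells in each pool and the library.

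The larger T-cell-like share in the Advanced library is the next pattern. A loss of B cells alone would raise the other classes alike, but the myeloid ratio was 1.91 against 7.13 for T-cell-like cells, with intervals apart. Doublets of B and T cells add no T cell RNA to a library, and the ratio was 7.35 (6.07 to 8.95) without cells that carried B cell marker UMIs at 0.25 of the rate of the library or more, but the form of this test set before the result was seen, on cells with 0 such UMIs (16 and 47), gave 2.95 (1.64 to 5.58) and missed its limit of 4. Doublets, or depth that hides T cells in the Early library, would leave the UMIs of Cd3d, Cd3e and Cd3g alike over whole libraries, and these were 4.31-fold higher (4.20 to 4.42), while all T cell markers together, at 3.62-fold, missed the 4-fold set before the result was seen. The stage and age of the mice, and any difference in how the pools were dissected and digested, stay open and untested.

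The early-lymphoid-like cells of the Advanced library are the last pattern. A difference in depth or clustering would leave their marker UMIs alike over whole libraries, and these were 4.96-fold higher (4.71 to 5.22). Bone marrow cells carried into the pool could bring them and cannot be told apart from cells of the node, because marrow markers gave no clear answer: neutrophil marker UMIs were 4.89-fold higher, and 29.4-fold without the highest cell of each library since 1 Early cell held 86.5%, while erythroid marker UMIs had a ratio of 0.0676, and 0.858 without the highest cells since 1 Early cell held 95.4%. Neutrophil-like cells made up at most 0.317% of the Advanced library and early-lymphoid-like cells at least 2.19%, but the sort and the digestion need not keep the proportions of marrow. Thymus cells, which could bring the cells of cluster 16, were not tested.

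The plasma-cell-like share of the B lineage here was 0.227% in the Early and 0.520% in the Advanced library. The Early share is higher and the Advanced share lower than the values quoted from the study above, and no alternative came near the ratio of the quoted values, as all gave between 1.94 and 2.38. The quoted shares lie closer to those of cluster 15 in the same terms, 0.147% and 2.09%, a cluster with B cell precursor genes and little Jchain, and whether the same cells are meant was not tested.

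The myeloid share here was 2.52% of all cells in the Early and 4.81% in the Advanced library. Both are lower than the values quoted from the study above, the Advanced one by more than the limit set for such differences, and the rebuilt cell names may matter, since counting plasmacytoid dendritic-like cells as myeloid gave 3.31% and 6.35%, a ratio of 1.92, closer to the quoted values but still below them.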
